A study of Mus musculus with 9 samples. Its data were reported in "UPF1 plays critical roles in early B cell development" (2024).

How the data were processed

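RNA immunoprecipitation sequencing (RIP-seq) recovers the RNA that comes down with a protein and sequences it. Splenic B cells of wild-type mice were purified as CD43-negative cells and activated for 72 h. As given in the labels, the stimuli were CD40 ligand (5 ug/mL), an antibody against IgM (10 ug/mL) and interleukin-4 (20 ng/mL). Where the labels name the ligand, the study's methods name an antibody against CD40 at 5 ug/mL. Lysates were incubated with an antibody against phosphorylated UPF1 (p-UPF1) or with normal rabbit IgG, and RNA was prepared from both precipitates and from the lysate itself (input). UPF1 is an RNA helicase that acts in nonsense-mediated mRNA decay (NMD), and its phosphorylated form marks RNAs on which decay factors are being recruited. The 9 libraries comprised 3 input, 3 IgG and 3 p-UPF1 libraries. Each was assigned to its group by its label.

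The deposited values are raw read counts per gene, one column per library, with genes given by NCBI Gene number. Per the labels and the study's methods, libraries were made with a directional kit and sequenced on a NextSeq 500. The study's RNA-seq methods name HISAT2 alignment to mm10 as single-end, unstranded reads and counting with featureCounts in Galaxy, without versions. How the RIP-seq reads themselves were aligned and counted is not stated separately. If strand was not used, reads of overlapping genes on opposite strands cannot be told apart, so counts of such genes are uncertain, as are those of genes with near-identical copies. The counts held no molecular identifiers, so reads amplified from the same molecule were counted separately and counting error understates the true error. No scaling or filtering by the authors was visible in the counts, since column totals differed and 6969 of 27179 gene identifiers had no count in any library.

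The replicate columns carried letters, while the labels number the replicates, so each column was assigned to its group only and replicates were not paired across groups. Of the 27179 gene identifiers, 25275 matched a symbol in the RefSeq annotation of mouse GRCm38 (the assembly that mm10 names), 18 more matched through GENCODE release M21, and 1886 matched none. Identifiers without a RefSeq symbol held 0.379% of all counts. Positions are those of the RefSeq annotation on GRCm38. UTR and coding lengths were taken from GENCODE M21 transcripts.

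Genes with enough counts were kept with edgeR's filterByExpr at its defaults (a minimum count of 10 and a minimum total of 15), which left 13129 genes with 99.9% of the counts. Counts were scaled by TMM factors, which assume that most genes do not change between libraries. The default rule took a p-UPF1 library as the TMM reference. A negative binomial model with the 3 groups and no covariate was fitted to all 9 libraries with 6 residual degrees of freedom, and each contrast was tested by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, two-sided) with Benjamini-Hochberg adjustment over the tested genes. Log2 fold changes carry a prior count of 0.125, and their standard errors (SE) were derived from the test statistic. The contrasts were p-UPF1 over IgG, p-UPF1 over input and IgG over input. An RNA was called p-UPF1-bound by the combined criterion of the study's methods, with a log2 fold change of at least 1 over IgG and at least 2 over input, each with an adjusted P under 0.05. The contrast of IgG over input was counted at the input criterion. CPM values in the text are TMM-normalised, are given as mean ± SD and count 3 libraries per group.

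Gene lists fixed in advance were tested with limma's camera (inter-gene correlation 0.01) on log2 CPM with a prior count of 2, and adjusted over 9 tests. They were 10 NMD factor genes, the mitochondrially encoded mRNAs and the ribosomal protein genes. Lists of unfolded protein response, interferon response and cell cycle genes that the study names as p-UPF1 targets were counted against the criterion. Since the study drew those lists from these data, their counts show no stability. Replicates were compared by Pearson correlation of log2 CPM, by edgeR's common biological coefficient of variation (BCV), and by chi-square over genes with at least 20 counts.

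Named genes followed a rule. Upf1, Smg5, Gadd45b, Ddit3, Atf3 and Gas5 were fixed by name. The 10 p-UPF1-bound RNAs with the largest log2 fold change over IgG, the 5 genes with the lowest, and the 5 with the largest log2 fold change of IgG over input were taken at a mean of at least 10 CPM. The rule had asked for the direction to hold within each replicate number. Because columns carried letters, every library of the first group had to lie beyond every library of the other group or groups instead. Members of the gene lists could also be named. One item within the rule is not reported here. The groups, contrasts, tests, thresholds, gene lists and this rule were chosen before the data were examined, and so were the alternatives, except where the closing section says otherwise.

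The alternatives were DESeq2 size factors, upper-quartile factors or library size alone in place of TMM, no low-count filter or at least 1 CPM in 3 libraries, a fit of only the 2 groups compared, DESeq2 or limma-voom in place of edgeR, an adjusted P under 0.01, glmTreat for the fold minimum, a prior count of 2, fry in place of camera, and each library left out in turn. Features of bound RNAs were compared with 10000 random gene lists matched on mean CPM in 20 bins. The methods were tested on simulated counts drawn for 13129 genes with the means, library sizes and dispersions of these libraries. Known changes of 2 or 3 log2 units, up or down, were placed in 200 well-counted genes. The NMD factor genes were also raised and left out of the unchanged genes. edgeR, DESeq2 and limma-voom each recovered 100% of the changed genes and called 0.139%, 0.155% and 0.0929% of the unchanged genes at an adjusted P under 0.05. Full recovery of such large changes says little about small ones. Nearly all simulated genes were unchanged, unlike those of the p-UPF1 libraries, so the TMM assumption was not tested.

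Library totals ran from 17372510 to 24945286 counts. At that depth the median SE of a log2 fold change was 0.08 in each contrast. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used. The study's RNA-seq of bone marrow B cell precursors was not used here, and no RNA spike-in was used here to set an absolute scale, so fold changes are relative to the other RNAs of the same library.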

Results

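To find RNAs associated with p-UPF1 in activated splenic B cells, the RNA precipitated with an antibody against p-UPF1 was set against 2 backgrounds, the RNA precipitated with normal rabbit IgG and the RNA of the input lysate. Each of the 3 groups had 3 libraries. The total count was 21715833 ± 2806019 in input, 18118954 ± 649066 in IgG and 23776825 ± 888016 in p-UPF1 libraries (SD, n = 3). A count was found for 17254 ± 260 genes in input, 15360 ± 331 in IgG and 16384 ± 239 in p-UPF1 libraries (SD, n = 3). The 10 most abundant genes of each library took 4.77% to 5.47% of its counts, so no library was dominated by a few RNAs. Depth differed between the groups, with the lowest totals in IgG libraries. No date, lane or batch is given in the labels, and no comparison within batches was made.

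Replicates were close to one another in all groups but not equally so. Pearson's r of log2 CPM within a group was 0.996 to 0.997 in input, 0.982 to 0.986 in IgG and 0.996 in p-UPF1 libraries. The common BCV was 1.73% in input, 8.97% in IgG and 3.79% in p-UPF1 libraries, so IgG precipitates were the most variable. Chi-square per degree of freedom between replicates was 1.38 to 1.73 in input, 4.64 to 9.94 in IgG and 2.83 to 4.04 in p-UPF1 libraries. All pairs differed by more than sampling noise, and each library was counted as a separate replicate. Between groups, r was 0.881 to 0.890 for p-UPF1 and IgG, 0.870 to 0.874 for p-UPF1 and input, and 0.973 to 0.981 for IgG and input. The first principal component of log2 CPM held 82.96% of the variance and parted the p-UPF1 libraries from the other 6, and the second, with 8.51%, parted IgG from input.

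The comparison of p-UPF1 with IgG asks which RNAs the antibody recovered beyond what beads and a nonspecific antibody recover. Of the 13129 genes tested, 10845 (82.6%) differed at an adjusted P under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5299 higher and 5546 lower in p-UPF1. At a log2 fold change of at least 1 in size, 2915 genes were higher and 2879 lower. Log2 fold changes had an SD of 1.34 across genes against a median SE of 0.08, so differences far larger than the replicate error ran through the whole table. Library size alone in place of TMM moved this split most among the scalings chosen in advance, to 2500 genes higher and 3409 lower. The choice of scale therefore sets how many genes count as higher, and a log2 fold change of 0 means only the typical RNA of the library.

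The comparison of p-UPF1 with input asks which RNAs were enriched over their abundance in the cells. In this contrast 10952 genes (83.4%) differed at an adjusted P under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At a log2 fold change of at least 2 in size, 828 genes were higher and 1270 were lower. At 1 in place of 2, the counts were 2955 and 3211. Log2 fold changes over input and over IgG correlated across genes with Pearson's r of 0.932. Genes are not independent replicates, and both measures share the p-UPF1 libraries as their numerator. The IgG libraries differed less from input. At an adjusted P under 0.05 by the same test, 6950 genes (52.9%) differed, 2390 higher and 4560 lower in IgG, but the SD of log2 fold changes across genes was 0.52. With library size alone 3522 were higher and 3175 lower, so which direction prevails depends on the scale. Only 62 genes were higher and 34 lower at a log2 fold change of at least 2 in size.

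Both criteria were met by 820 RNAs (6.25% of the genes tested), referred to as p-UPF1-bound RNAs. The criterion over input decided membership almost alone, because 99.0% of the 828 genes that met it also met the criterion over IgG. The 8 others met it over input only, and 2095 genes met the criterion over IgG only. Testing the fold minimum itself with glmTreat moved the number most among the other settings chosen in advance, to 541, and leaving out the low-count filter raised it to 1088. The bound RNAs had a median log2 fold change of 2.43 over IgG and of 2.40 over input. In 816 of them, every p-UPF1 library lay above every IgG and every input library. They took 21.6% ± 0.175 of the counts in p-UPF1 libraries, 4.19% ± 0.0691 in IgG and 3.74% ± 0.0150 in input libraries (SD, n = 3). By annotation 755 were protein-coding genes, 35 were lncRNAs and 30 were of another class or had none. Mean abundance over all libraries was under 1 CPM for 71 of them, where few reads stand behind the IgG and input values. Of the bound RNAs, 12 were also at least 1 log2 unit higher in IgG than in input.

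**Figure D1:**
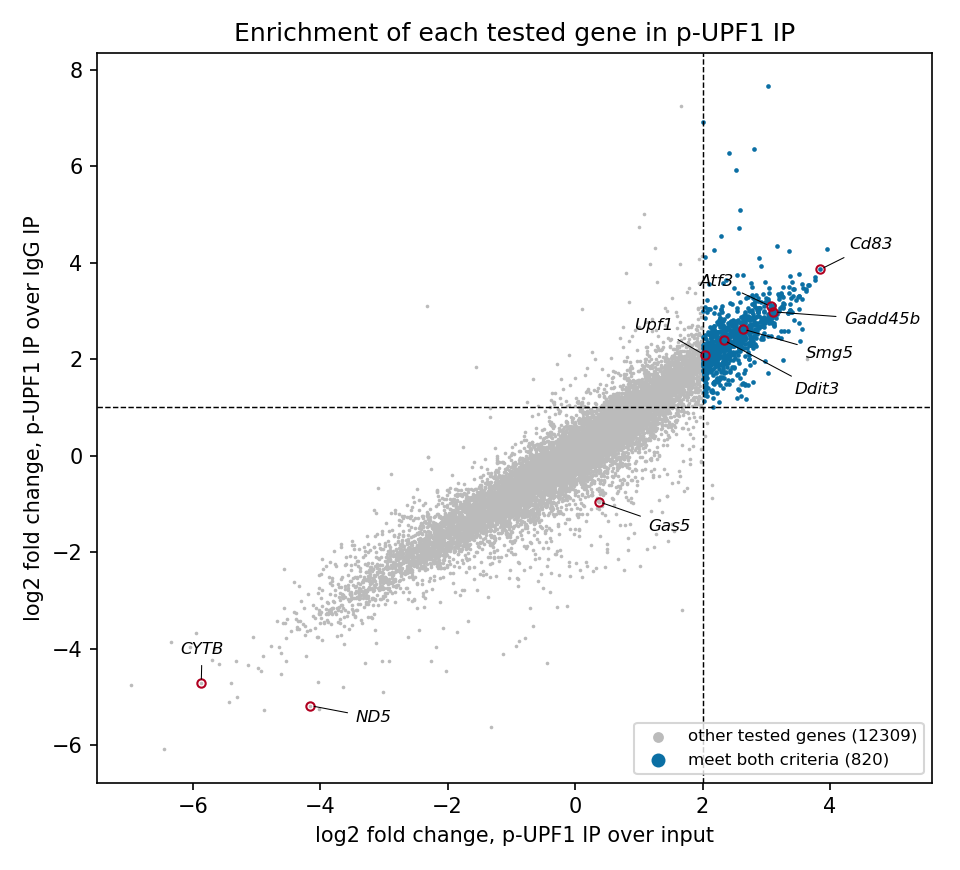
Log2 fold change of p-UPF1 over input (x axis) against that of p-UPF1 over IgG (y axis) for the 13129 genes tested, 1 point per gene, with dashed lines at the minimum of 2 over input and of 1 over IgG and red circles around 9 named genes. The 820 RNAs that met both criteria are blue, and Gas5 lies at 0.37 on the x axis and -0.96 on the y axis, outside them.

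Upf1 mRNA itself (gene 19704, chromosome 8, 70331493 to 70353423) was at 122 ± 1.02 CPM in input, 119 ± 3.60 in IgG and 503 ± 2.63 in p-UPF1 libraries (SD, n = 3). Its log2 fold change was 2.08 over IgG (SE 0.04, adjusted P 3.98e-17) and 2.04 over input (SE 0.04, adjusted P 3.11e-17) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which placed it just past the minimum over input. With library size alone it fell just under that minimum, at 1.996. RNAs described as NMD targets followed. Smg5 (gene 229512, chromosome 3, 88336259 to 88362338) rose from 126 ± 5.58 CPM in IgG to 773 ± 7.11 in p-UPF1, with log2 fold changes of 2.62 over IgG and 2.63 over input. Gadd45b (gene 17873, chromosome 10, 80930091 to 80932204) rose from 24.1 ± 0.716 to 190 ± 8.94 CPM, with log2 fold changes of 2.98 and 3.11. Atf3 (gene 11910, chromosome 1, 191170296 to 191183333) rose from 20.3 ± 2.61 to 173 ± 9.45 CPM, with log2 fold changes of 3.09 and 3.07. Ddit3 (gene 13198, chromosome 10, 127290793 to 127296291) rose from 128 ± 11.6 to 674 ± 132 CPM and had the widest spread among these genes, with log2 fold changes of 2.39 over IgG (SE 0.11) and 2.33 over input. For Smg5, Gadd45b, Atf3 and Ddit3 the largest adjusted P of either contrast was 2.82e-12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The annotated spans of Upf1 and of Ddit3 each overlap genes on the opposite strand, so their reads cannot be fully separated from those of such genes if strand was not used in counting.

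Gas5 (gene 14455, chromosome 1, 161034601 to 161038539), a lncRNA that hosts small nucleolar RNAs (snoRNAs) in its introns and is often used as an NMD target, was not among the bound RNAs. It stood at 421 ± 19.1 CPM in input, 1052 ± 129.2 in IgG and 543 ± 14.9 in p-UPF1 libraries (SD, n = 3). Its log2 fold change was 0.37 over input (SE 0.07, adjusted P 7.00e-05), -0.96 over IgG (SE 0.07, adjusted P 6.21e-10) and 1.32 for IgG over input (SE 0.07, adjusted P 3.71e-10), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The IgG background was thus the highest of the 3 groups for this RNA. Scaled to equal mitochondrially encoded mRNA, its log2 fold change over IgG was 3.74, where that of the median gene was 4.66.

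The largest enrichment over IgG among bound RNAs of at least 10 CPM was that of Cd83 (gene 12522, chromosome 13, 43785112 to 43803133), a surface protein of activated B cells. Its log2 fold change was 3.86 over IgG (SE 0.04, adjusted P 3.12e-19) and 3.85 over input (SE 0.04, adjusted P 8.08e-20) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cd83 took 1.46% ± 0.0431 of the counts in p-UPF1 libraries, 0.113% ± 0.00216 in IgG and 0.105% ± 0.00146 in input libraries (SD, n = 3). The next 9 were Armc7, Dnajc28, Gins3, Itprip, Cnr2, Pik3ip1, Tab1, Arf2 and Pigh, with log2 fold changes over IgG from 3.71 (Armc7) down to 3.49 (Pigh). Armc7, Pik3ip1, Tab1 and Pigh overlap annotated genes on the opposite strand. Dnajc28 rested on the fewest reads of the 10, with 3.81 ± 1.24 CPM in IgG and 49.4 ± 0.826 CPM in p-UPF1 libraries.

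At the other end, among genes of at least 10 CPM, Ms4a4a (gene 666907, chromosome 19, 11375488 to 11392915) had the lowest log2 fold change over IgG, -5.63 (SE 0.11, adjusted P 9.08e-17 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level was 80.8 ± 4.67 CPM in IgG, 4.06 ± 0.198 in input and 1.63 ± 0.433 in p-UPF1 libraries (SD, n = 3), so the contrast was set by a high IgG value. The next 4 were mitochondrially encoded, ND6 at -5.25, ND5 at -5.18, ND2 at -5.00 and CYTB at -4.72. ND5 and ND6 lie on opposite strands and overlap by their annotated ends (ND5 at 11742 to 13565 and ND6 at 13552 to 14070 of the mitochondrial genome). CYTB fell from 5556 ± 105 CPM in input and 2510 ± 50.9 in IgG to 95.2 ± 11.8 in p-UPF1 libraries. At the same minimum, the largest log2 fold changes of IgG over input were those of Pou6f1 (4.89), Ms4a4a (4.31), the snoRNA Snord22 (3.22), Fam160b2 (3.02) and gene 100628626 (2.99), which matched no symbol. Fam160b2 was 2.15 log2 units higher in p-UPF1 than in input but -0.87 against IgG. Snord22 lies inside Snhg1 on the same strand, so its reads and those of its host cannot be fully separated.

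**Figure D2:**
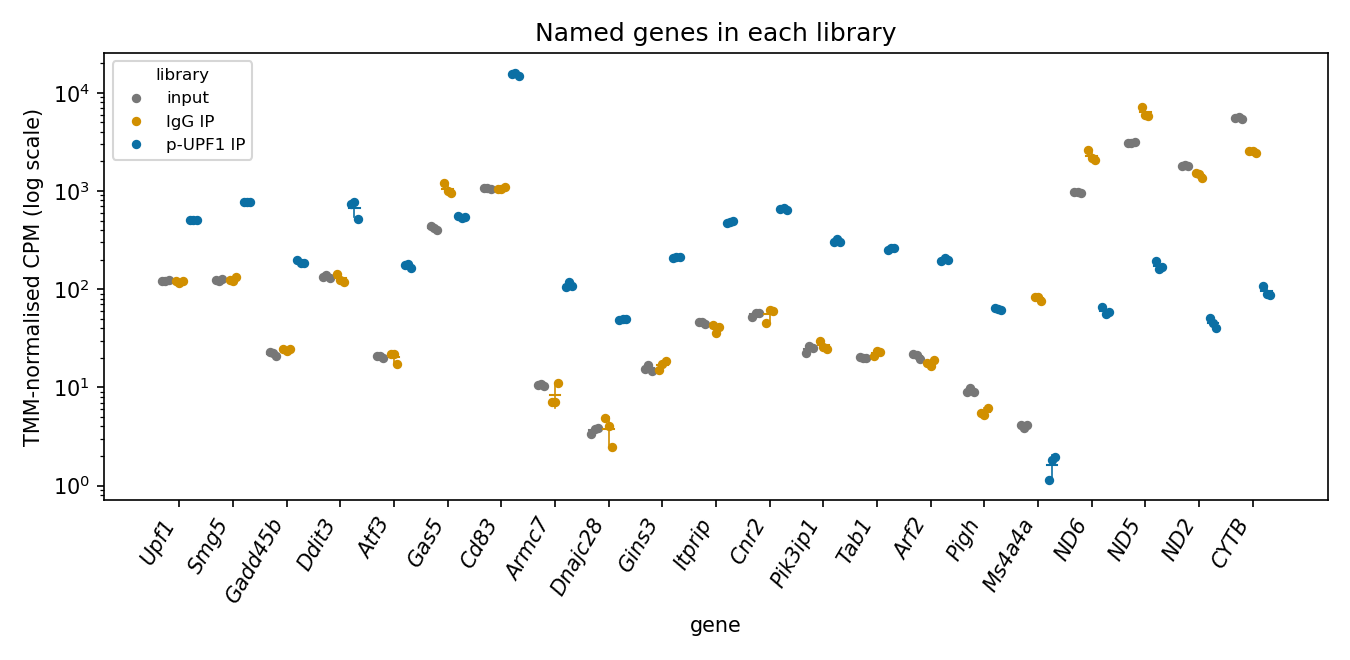
TMM-normalised CPM (log scale) of the 6 genes fixed by name, the 10 bound RNAs with the largest and the 5 genes with the lowest log2 fold change over IgG at a mean of at least 10 CPM, with 1 point per library (input grey, IgG orange, p-UPF1 blue), horizontal bars at group means and vertical bars for the SD of 3 libraries. The p-UPF1 points lie above all others for the bound RNAs, from Dnajc28 at 49.4 CPM to Cd83 at 15341 CPM on average, and below the IgG points for Gas5 and for the last 5 genes.

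As a group, the 10 NMD factor genes were shifted upward in p-UPF1 libraries, with a median log2 fold change of 1.63 over IgG (8 of 10 higher, adjusted P 0.0139) and 1.59 over input (8 of 10 higher, adjusted P 0.0114) in limma's camera with Benjamini-Hochberg adjustment. Of the list, 5 genes were bound, and the number was also 5 when P values were adjusted over the 10 genes alone. Upf3a (-1.39) and Smg8 (-1.90) were lower than in IgG. When libraries were scaled to equal mitochondrially encoded mRNA all genes moved up, these to 3.30 and 2.79 and the median gene to 4.66. With TMM scaling both differences had adjusted P of at most 9.07e-12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For IgG over input the list had a median of -0.01 and did not pass the threshold against other genes (adjusted P 0.122, camera), though it did with library size alone (adjusted P 0.0291).

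Of the 21 unfolded protein response genes that the study lists, 19 met both criteria here, and Abcb10 and Stc2 missed the minimum over input with log2 fold changes of 1.99 each. Of the 9 interferon response genes, 8 met both, and Parp14 missed with 1.98 over input. All 5 cell cycle genes met both, Cenpo by the smallest margin over input. Adjusted over each list alone, the numbers were also 19, 8 and 5. Log2 fold changes over IgG ran from 1.86 to 3.74 in the first list, from 1.74 to 3.24 in the second and from 1.92 to 3.29 in the third, and the largest adjusted P over IgG was 1.02e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

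Mitochondrially encoded mRNAs and ribosomal protein mRNAs were depleted from p-UPF1 libraries. The 12 mitochondrially encoded mRNAs tested had a median log2 fold change of -4.71 over IgG and -5.35 over input, lower in 12 of 12 (camera, adjusted P 2.39e-05 for each). They took 2.51% ± 0.0336 of the counts in input, 2.14% ± 0.0946 in IgG and 0.0740% ± 0.00364 in p-UPF1 libraries (SD, n = 3). For COX2, COX3, ATP6, ND3 and ND4L the counts were very low in all groups, under 10 CPM on average. These genes have near-identical nuclear copies, how the counting treated shared reads is not stated, and their values are uncertain. The 80 ribosomal protein genes had a median of -2.86 over IgG and -3.39 over input (camera, adjusted P 2.96e-22 for each). The exception, named after its values were seen, was Rpl7l1, an Rpl7-like gene, with 2.66 over IgG. For IgG over input, the ribosomal protein genes were lower by a median of -0.54 (adjusted P 2.28e-16) and the mitochondrially encoded mRNAs by -0.72 (adjusted P 0.251, lower in 8 of 12), again by camera. These directions are relative to the typical RNA of a library. When libraries were scaled to equal mitochondrially encoded mRNA, the median of the ribosomal protein genes was 1.83 over IgG and 1.65 over input, against 4.66 and 5.00 for all genes.

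**Figure D3:**
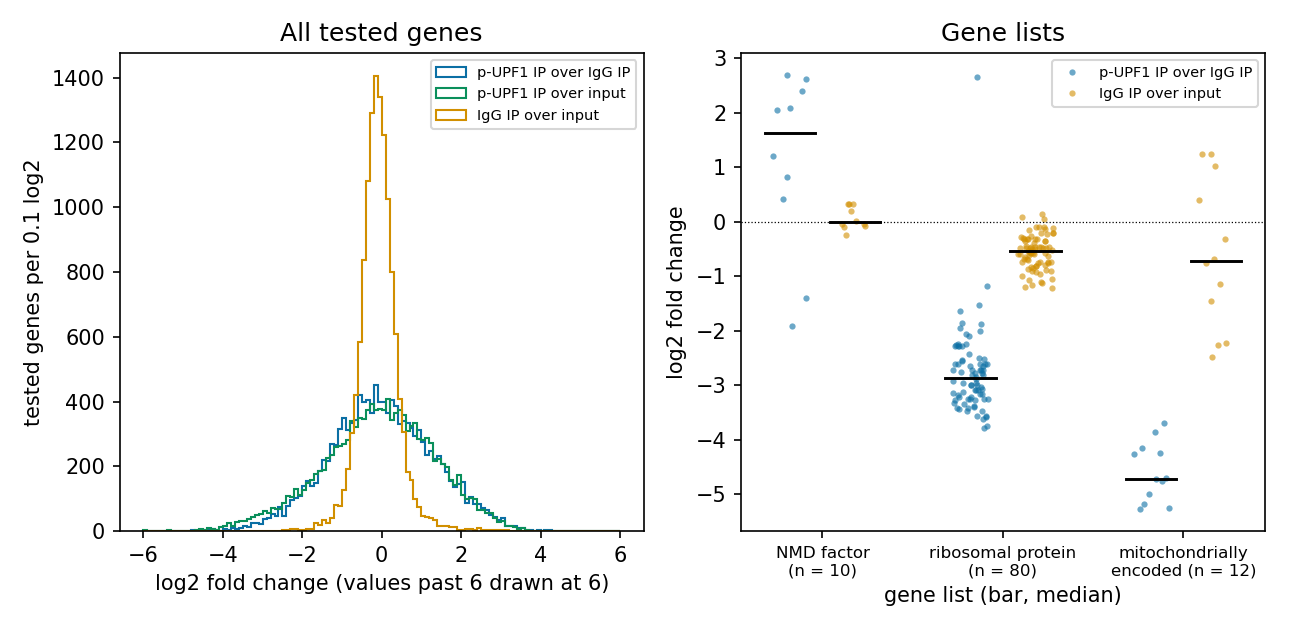
Left, the distribution of log2 fold changes of the 13129 genes tested in the 3 contrasts, as genes per 0.1 log2 unit, and right, the log2 fold changes of the NMD factor (10), ribosomal protein (80) and mitochondrially encoded (12) genes for p-UPF1 over IgG (blue) and IgG over input (orange), 1 point per gene with a bar at the median. Medians over IgG are 1.63, -2.86 and -4.71 under TMM scaling, while scaling to equal mitochondrially encoded mRNA turns that of the ribosomal protein genes to 1.83.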

Values the study reported

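The study reported 812 RNAs bound by p-UPF1 in activated splenic B cells. Its criterion asked for a log2 fold change of 1 or more over normal rabbit IgG and of 2 or more over input, each at an adjusted P under 0.05.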

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

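The alternatives with libraries scaled to equal mitochondrially encoded mRNA, or with an input or an IgG library as the TMM reference, were added only after the results were seen. No paired analysis was possible because the deposited columns carry letters and not the replicate numbers of the labels, so the planned replicate block was not run. The letters are the same in each group, but no label says that a shared letter pairs libraries, and a block on the letter was not tried.

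Under the settings chosen in advance, the 63 log2 fold changes of named genes kept their direction and their side of an adjusted P of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, or in DESeq2 or limma-voom where these took its place, in each of 18 alternatives. The numbers of genes higher (2403 to 3303) and lower (2260 to 3409) in p-UPF1 than in IgG and lower than in input (879 to 1355) stayed within 1.5 times the reported ones in all 20. The shifts of NMD factor (1.47 to 1.68 over IgG, 1.53 to 1.73 over input), mitochondrially encoded (-4.93 to -4.46 and -5.42 to -5.18) and ribosomal protein genes (-3.02 to -2.78 and -3.45 to -3.23) kept their side of the threshold in all 16 alternatives that could be run for lists.

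The number of bound RNAs was 734 with upper-quartile factors, 754 with library size alone, 767 with a prior count of 2, 811 at an adjusted P under 0.01, 811 with at least 1 CPM in 3 libraries, 851 when only the 2 groups compared were fitted, 897 with DESeq2 size factors, 901 with DESeq2 and 1088 with no low-count filter. limma-voom also gave 820, of which 810 were the same genes. When glmTreat tested the fold minimum itself, 541 RNAs were bound, and 543 genes were higher in p-UPF1 than in input. Leaving out each library in turn gave 825 to 860. The reference library mattered, since TMM gave 845 with an input and 999 with an IgG library as the reference, against 820 with a p-UPF1 library. All 820 were among the 999, and 817 among the 845. Upf1 was not bound with library size alone (1.996 over input), with upper-quartile factors (1.976) or with glmTreat, and was bound in the other 17 of 20 settings chosen in advance. The other bound RNAs among the genes fixed by name and the 10 with the largest enrichment were bound in all 20. A value near the minimum explains part of this movement, because 286 genes had a log2 fold change over input between 1.9 and 2.1.

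Scaling moved the split of higher and lower genes. For IgG over input, 34.4% of the genes with an adjusted P under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, any fold) were higher with TMM, 45.1% with upper-quartile factors, 52.6% with library size alone, 51.2% with an input and 51.3% with an IgG library as the reference, and 51.1% when only these 2 groups were fitted. The median log2 fold change of all genes was -0.10 with TMM and 0.01 with library size alone. For p-UPF1 over IgG it was -0.03 with TMM, -0.12 with an input library as the reference, -0.17 with upper-quartile factors and -0.19 with library size alone. These direction counts for IgG over input therefore depend on the scale.

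Results for IgG over input were the least stable. The number of genes higher, 62 as reported, was 131 with no low-count filter, 51 with at least 1 CPM in 3 libraries, 51 with a prior count of 2 and 9 with glmTreat. The number lower, 34 as reported, was 102 with no low-count filter, 68 with limma-voom, 12 with at least 1 CPM in 3 libraries, 12 when only the 2 groups were fitted, 10 with a prior count of 2, and 38 to 105 when each library was left out. With glmTreat it was 0, with 14 at an unadjusted P under 0.05. The median of the NMD factor genes, -0.010 as reported, changed sign to 0.020 with DESeq2 size factors, 0.059 with upper-quartile factors, 0.10 with library size alone, 0.078 with no filter, 0.10 when only the 2 groups were fitted, 0.10 with an input and 0.10 with an IgG library as the reference, and ran from -0.046 to 0.025 when each library was left out. The list did not pass the threshold against other genes as reported or when each library was left out, but its adjusted P in camera was 0.0291 with library size alone, 0.0487 with upper-quartile factors, 0.0123 with no filter and 0.0318 when only the 2 groups were fitted. It was 0.0346 with an input and 0.0335 with an IgG library as the reference, and 0.0275 with libraries scaled to equal mitochondrially encoded mRNA. Camera at the settings chosen in advance gave 0.0123 to 0.231, so whether this list differs from other genes in this contrast depends on the setting. Among those settings, the mitochondrially encoded mRNAs passed the threshold in camera only when the 2 groups alone were fitted (median -0.62, adjusted P 0.0498). The range ran up to 0.393, and the cause was not tested. Fry asks another question, whether a list changes at all and not whether it changes more than other genes. With fry the adjusted P was 0.00720 for NMD factor genes (median -0.010) and 1.75e-04 for mitochondrially encoded mRNAs (median -0.72).

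Scaling to equal mitochondrially encoded mRNA shifted the median log2 fold change of all genes to 4.66 over IgG and 5.00 over input. For IgG over input it became 0.24. The changes below in log2 fold changes and in gene counts follow from that shift. Then 13039 genes were higher than in IgG and 12733 higher than in input, 0 were lower than in either at the fold minimum, also at an unadjusted P under 0.05, and 12719 RNAs met both criteria. For IgG over input, 17 were lower. The medians of ribosomal protein genes became 1.83 over IgG and 1.65 over input. For IgG over input, that of NMD factor genes became 0.33 and that of mitochondrially encoded mRNAs -0.38. Both of these lists passed the threshold in that contrast, with adjusted P 0.0275 and 0.00603 in camera, against 0.122 and 0.251 with TMM. Camera sets a list against the other genes by test statistics, in which each change is divided by its error. A shift common to all genes can therefore move these P values, and the cause was not tested. The mitochondrially encoded list also set this scale, so its P is no independent result. Gas5 became 3.74, Upf3a 3.30 and Smg8 2.79 over IgG. Over input, Upf3a became 3.58, Smg8 3.04, Ms4a4a 3.71, ND6 1.02 and ND5 0.87. CYTB over IgG, at -0.03, no longer passed the threshold. Between precipitates this scale holds only if the beads kept the same amount of mitochondrial RNA in each, which was not tested. In the study's methods, input was part of the lysate and met no beads. Values over input on this scale are therefore relative to mitochondrial RNA and give no amounts. Within a contrast this scale moves all genes by nearly the same amount, so it does not test their order.

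Depth limits the 71 bound RNAs under 1 CPM. Of all 820 bound RNAs, 38 were lost with at least 1 CPM in 3 libraries, 53 with a prior count of 2 and 1 with no low-count filter. How many of those lost were among the 71 was not counted.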

Other observations

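The tests on Gas5, snoRNAs and immunoglobulin V genes, and the removal of 10 genes with the same reference library, were chosen only after the result they bear on was seen. The other tests were set before their own results were seen.

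With 3 libraries against 3 there are 10 ways to split 6 libraries, so the share of splits as large as the real one cannot fall under 0.1. For the number of p-UPF1-bound RNAs, 1 of the 10 splits of the p-UPF1 and IgG libraries, the real one, gave as many. The same held, with 1 of 10, for the genes higher and lower in all 3 contrasts. The other 9 splits gave 0 genes past the threshold in each contrast, against 54 to 82 genes past the fold minimum at an unadjusted P under 0.05 for p-UPF1 and IgG, 0 to 2 for p-UPF1 and input, and 5 to 13 for IgG and input. Each of these splits mixes libraries of both groups on each side, so a real difference widens the spread within a side. Their gene counts therefore do not measure false calls. For the NMD factor, mitochondrially encoded and ribosomal protein genes, 1 of 10 splits gave as small a P for p-UPF1 over IgG and over input, and also for ribosomal protein genes in IgG over input. In that contrast 2 of 10 splits did so for NMD factor genes and 3 of 10 for mitochondrially encoded mRNAs. The other splits still set 2 libraries of a group against 1, so a real shift of a list would show in them too. Their unadjusted P in camera was under 0.05 in 9 of 9 for mitochondrially encoded and ribosomal protein genes over IgG and over input, in 9 of 9 for ribosomal protein genes in IgG over input, and for NMD factor genes in 6 of 9 over input and 2 of 9 over IgG. For ribosomal protein genes over IgG it was 2.50e-13 to 1.33e-08 in these splits, against 4.10e-23 in the real one.

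Technical explanations were tested for the number of bound RNAs. Thinning every library to the smallest total gave 842, so unequal depth is not what separates the groups. Without the 10 genes with the most p-UPF1 counts, of which 8 were bound, 1003 of the other genes were called in place of 812. The 812 were all among them. The removal changed the TMM reference from a p-UPF1 to an IgG library, and with the p-UPF1 reference kept, 817 were called, 811 of them shared. The gain is thus a matter of the reference and not of the 10 genes. After a smooth trend on transcript GC content and length was removed from both fold changes, 55.5% (419 of 755) of the bound RNAs with known features still met the criterion. With 188 genes that had not met it before, 607 did so in all. GC and length accounted for 21.03% of the variance of the log2 fold change over IgG and 24.5% over input. They could therefore contribute to which RNAs pass, without accounting for all of them, and a trend on length is also what binding along the 3′ UTR might produce.

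Bound protein-coding RNAs had long 3′ UTRs, with a median of 1655 nt against 1012 nt in matched lists (one-sided permutation P 1e-04, the smallest that 10000 lists can give). Their 3′ UTRs were also richer in GC, with a median of 49.3% against 44.8% (permutation P 1e-04), and their coding sequences shorter, with 1182 nt against 1446 nt (permutation P 1e-04). Adjusted over 6 features, each of these had P 2.00e-04. Across genes, 3′ UTR length had a Spearman's rho of 0.31 with the log2 fold change over IgG, 0.32 with that over input and 0.12 with IgG over input. The partial rank correlation given 5′ UTR length, coding length, transcript GC content and mean CPM was 0.39 over IgG, 0.37 over input and 0.05 for IgG over input. A candidate explanation is that p-UPF1 occupancy grows with 3′ UTR length. A general preference of the beads for long RNAs accounts for it poorly, since IgG over input followed coding length (rho 0.35) more than 3′ UTR length. The coding length result is less clear, because rho between coding length and the fold change over IgG was 0.13 across all genes, opposite to the shorter coding sequences of the bound RNAs. Genes are not independent replicates, fragmentation and isoform use were not examined, and the annotated transcript may not be the one these cells use.

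Upstream AUGs, annotated NMD isoforms and long 5′ UTRs, unlike long 3′ UTRs, did not mark the bound RNAs. The 5′ UTR sequence held an AUG in 51.2% of them and in 52.0% of matched lists (one-sided permutation P 0.679). Each gene was represented by its transcript with the longest coding sequence. The reading frame of the AUG was not considered. A transcript annotated as an NMD isoform existed for 26.9% of their genes and for 29.8% in matched lists (permutation P 0.969). 5′ UTR length, with a median of 179 nt against 172 nt, gave permutation P 0.197. Gene counts sum all isoforms, so enrichment of a rare NMD isoform within a gene could not be seen here.

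Gas5 is used as an NMD target and was nonetheless lower in p-UPF1 than in IgG libraries with TMM scaling. Its IgG value was the unusual one. The 13 other tested snoRNA host genes named Snhg had a median log2 fold change of IgG over input of 0.47, against -0.10 in matched lists (one-sided permutation P 1e-04, the smallest possible), and 10 of 13 were higher in IgG. In p-UPF1 over IgG, however, 6 of the 13 were lower and the median was 0.12, so the other hosts do not share the drop seen for Gas5. RefSeq annotates 8 snoRNAs within Gas5, of which 1, Snord47, was counted separately here, with 1.44% as many counts as Gas5 in IgG libraries. Reads of small RNAs assigned to Gas5 itself were not visible in gene counts, so the result cannot be told apart from such reads. A raised IgG background for snoRNA hosts remains a candidate explanation for part of the Gas5 result, and its ratio to IgG may understate its association with p-UPF1.

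The snoRNAs themselves were the largest class among RNAs gained by IgG. Of the 62 genes higher in IgG than in input, 32 were annotated snoRNAs and 22 were also higher in p-UPF1 than in input at an adjusted P under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 65 snoRNA genes tested had a positive log2 fold change of IgG over input, with a median of 1.84 against -0.10 in matched lists (permutation P 1e-04), and 63 of 65 were lower in p-UPF1 than in IgG, with a median of -1.48. The median was 1.96 after thinning to equal depth, so depth does not explain it. Most of these genes had few reads, with a median of 0.726 CPM in input and 3.14 CPM in IgG. How library preparation treats short RNAs at low RNA input was not tested, and no biological explanation was tested. Across all genes, log2 fold changes of IgG over input and of p-UPF1 over input had a Pearson's r of 0.343. Both share the input libraries, which alone can make r positive, so no conclusion is drawn from it. A comparison with IgG alone might miss RNAs that beads retain, and one with input alone might include them. Neither was tested.

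Mitochondrially encoded mRNAs are made and translated inside mitochondria, away from cytoplasmic UPF1. Their share of the p-UPF1 libraries was 3.45% of their share of the IgG libraries. If the same amount of background RNA came down in both precipitates, that ratio would make background a small part of the p-UPF1 libraries. Nearly every other RNA would then be enriched over IgG. With libraries scaled to equal mitochondrially encoded mRNA, 13039 genes were higher than in IgG. That reading is a hypothesis. ND5 and ND6 were higher in IgG than in input, by 1.02 and 1.24 log2 units, while CYTB was lower, at -1.15, so the mitochondrial background is not uniform, and the amounts of RNA recovered were not used here.

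The input libraries differed little beyond counting error, with a BCV of 1.73%, and the labels do not say whether replicates came from separate mice. The study describes its sample sizes as independent biological replicates in general terms. If they came from separate animals, immunoglobulin V genes might vary more than other genes. The 175 V genes tested had a median chi-square per degree of freedom of 0.771 between input libraries, against 0.773 in matched lists (one-sided permutation P 0.515). Pooled cells and separate inbred mice with similar repertoires could both give this, so the test leaves the question open.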
